A study of Mus musculus with 2 samples. Its data were reported in "An Unbiased Approach to Identifying Cellular Reprogramming-Inducible Enhancers" (2024).

How the data were processed

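Chromatin bound by the pluripotency transcription factor Nanog was immunoprecipitated from Bruce-4 cells, a mouse embryonic stem cell (ESC) line, and sequenced (ChIP-seq). The series holds 1 immunoprecipitated sample and 1 input sample (sonicated chromatin without immunoprecipitation), and neither has a replicate. The results below come from the peak list of the immunoprecipitated sample. The input has no peak list of its own and was not analysed here.

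Per the study's methods, read quality was inspected with FastQC, reads were aligned to the mouse genome mm10 with Bowtie2, reads of low quality, duplicates, mitochondrial reads and reads in blacklisted regions were removed with BEDtools and SAMtools, and peaks were called with MACS2. The threshold of the peak call is not stated there, nor whether the input served as its control. The authors deposited the peaks as chromosome, start and end, with positions in base pairs on mm10. No column gives a score, a fold enrichment, a p-value, a q-value or a summit, so neither the strength of a peak nor the read depth behind it can be read from the list. Peaks that fell just below the threshold of the call cannot be told from positions without binding. That threshold, and the removal of duplicates before it, set which weak sites appear in the list.

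The list has 8860 lines, of which 123 repeat an interval already listed. Each distinct interval was counted once as a peak, a choice made after the list was seen, and the count over all lines is given as an alternative. Sequence and annotation came from GRCm38, the assembly that mm10 denotes, and from GENCODE vM21, with 55413 genes on chromosomes 1 to 19, X and Y, 21938 of them protein-coding. The 2 peaks on unplaced scaffolds entered only the count of peaks. Positions are 1-based.

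The transcription start site (TSS) of a gene was the 5' end of its annotated extent, and distance was taken from the middle base of the peak. The nearest gene was the one with the nearest TSS, at most 1000 kb away, among all annotated genes. The annotation at a peak was read at its middle base, in the order coding exon, untranslated region, other exon, intron, intergenic. Shares carry exact 95% Clopper-Pearson intervals, which cover counting error only and treat peaks as independent. No p-value was computed across peaks, because peaks of 1 library are not replicates. In its place, shares were ranked among 1000 random placements of the peaks on their own chromosome, with the same widths and without N bases. These ranks describe this library.

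Motifs were searched as consensus sequences on both strands: Oct4-Sox2 composite ATTTGCATAACAATG with at most 2 mismatches, Oct octamer ATGCAAAT, Sox CCWTTGT, Nanog core CCATTA, Nanog extended GCCATTAA, Klf GCCMCRCCC, Esrrb TCAAGGTCA, Myc E-box CACGTG, AP-1 TGASTCA, Tead GGAATG and CTCF CCASYAGRKGGC, all but the composite without mismatch. Control sequence was a window of the same width on each side of the peak, 1 kb beyond its edge, left out where it held an N base or overlapped a peak. The ratio of the share of peaks to the share of control windows carries a 95% interval computed on the log scale. Copies were also counted in bins of 50 bp up to 1000 bp from the peak centres.

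Gene lists came from the study's text: the 9 regulators of its reprogramming network (called 9TR), 17 pluripotency genes and 5 mesenchymal genes. The number of list genes that were the nearest gene of a peak was ranked among 10000 random lists of the same size, matched on the length of the stretch of genome to which each gene is nearest (up to 100 genes on each side in that order). The matching does not allow for how the study chose the genes: the pluripotency genes are examples it picked from genes bound by the reprogramming factors in ESCs, not a complete set. Peaks were chained into stretches where neighbours lay within 12.5 kb, edge to edge (the stitching distance in common use for super-enhancers). The rule for naming genes and peaks was fixed before the data were examined: the genes near the 3 elements the study tested, the genes of the 3 lists, the 5 strongest peaks, the 5 genes nearest to the most peaks and the 3 stretches with the most peaks, with ties going to the wider peak. Some genes of the lists are not reported here by name. Since no strength is given, every peak tied, and the widest peaks were taken. The planned comparison of peak strength near and far from TSSs could not be made and was replaced by one of peak width, chosen after the list was seen.

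The alternatives fixed beforehand were protein-coding genes only, the TSS of every transcript, distance from the nearest edge, other distance limits, merging of peaks within 300 bp, windows of 200 bp around the centre, control windows matched on GC content within 2 percentage points, other numbers of mismatches, and other denominators for chromosome density. Alternatives added afterwards were all lines of the list, peaks at or above the median width, random positions whose centre is not soft-masked, peaks beyond 5 kb from a TSS for the Klf motif, and motif ratios without 2 groups of peaks of similar sequence. The windows matched on GC content were random windows, not flanks, so that alternative changed location as well as composition. The closing section gives the effect of the alternatives.

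Peaks of similar sequence were grouped with BLAST+ 2.17.0 (megablast, alignments of at least 150 bp and 80% identity) and compared with 20 random placements, whose own groups were compared with the other placements in the same way. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and networkx 3.6.1. The distance, neighbour and motif functions were tested on simulated data with 3938 peaks: they returned all of the 1636 peaks within 5 kb of a TSS, all of the 2597 with a neighbour within 12.5 kb, and all of the 968 with a planted Esrrb motif. Of the flanks of these peaks, where none was planted, 20 held the motif. Among the 3819 flanks that overlapped no other simulated peak, 8 held it, and a plain text search found it in 8 too, as copies present in random sequence.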

Results

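Nanog occupancy in ESCs was measured by ChIP-seq in 1 immunoprecipitated sample of Bruce-4 cells, with 1 input sample. The authors' peak list gives positions only, so neither the strength of a peak nor the depth of the library can be read from it. With no replicates, none of the values below has a replicate error, and intervals cover counting error only. The list held 8737 distinct Nanog peaks, 8735 of them on chromosomes 1 to 19 and X and 2 on unplaced scaffolds. No peak was listed on chromosome Y. Counting every line of the list, including repeated intervals, gave 8860. Peaks were narrow, with a median width of 319 bp, quartiles of 265 and 393 bp, and a maximum of 1256 bp. The smallest width, 235 bp, was shared by 778 peaks (8.91%). Together the peaks covered 3.01 Mb, or 0.110% of the primary chromosomes. Merging peaks within 300 bp of each other, as the study did for its combined sets, left 8653.

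The next comparison asked where Nanog peaks lie with respect to genes. Of the 8735 peaks, 2258 (25.9%, 95% interval 24.9 to 26.8) had their centre within 5 kb of a TSS. The random placements gave a median of 17.4% and a maximum of 19.5%, so that the observed share was above all 1000 of them. This share depended most on the genes counted: with protein-coding genes alone it was 14.7%, against a random median of 7.86%. A further 5092 peaks (58.3%) lay 5 to 50 kb from the nearest TSS, 1382 (15.8%) lay 50 to 500 kb away, and 3 lay farther. The class at 50 to 500 kb was smaller than in every random placement, where its median was 26.8%. The median distance to the nearest TSS was 13.7 kb for all genes and 32.7 kb for protein-coding genes. By annotation, 4149 peak centres (47.5%, interval 46.4 to 48.6) fell in introns and 4041 (46.3%, interval 45.2 to 47.3) between genes. Introns were above all random placements (median 43.4%), and intergenic sequence was below all of them (median 51.5%). Untranslated regions held 220 centres (2.52% against a random median of 1.63%). Coding exons held 111 centres (1.27%, interval 1.05 to 1.53), which was within the range of the random placements (1.10% to 1.96%). Soft-masked repeats held 1776 centres (20.3% against a random median of 33.6%), fewer than in any placement. The placements avoided only N bases, while the study removed reads of low quality and reads in blacklisted regions. This lower share therefore does not separate less binding in repeats from a loss of reads there.

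No strength was available to compare peaks near and far from TSSs, so their widths were compared. Peaks within 5 kb of a TSS had a median width of 313 bp, and the 6477 peaks farther away had a median of 322 bp. A median as low as the proximal one occurred in 38 of 10000 random sets of as many peaks. The difference of -9 bp had a bootstrap interval of -14.0 to -2 bp.

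The study examined 3 regulatory elements upstream of Lefty1, Pou5f1 and Upp1, which it described as bound by Nanog in ESCs. Peaks within 2.5 kb of each TSS were therefore listed. Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772, plus strand), which encodes Oct4, had 2 such peaks. One spanned 35503825 to 35504357, with its centre 1927 bp upstream of the TSS and a width of 533 bp, and held Sox and AP-1 consensus copies. The other spanned 35504707 to 35505283, with its centre 1023 bp upstream and a width of 577 bp, and held Sox, Nanog core and Tead copies. Upp1 (ENSMUSG00000020407.13, chromosome 11, 9118103 to 9136170, plus strand) had 1 peak, from 9116924 to 9117343, centred 969 bp upstream, 420 bp wide and with a Sox copy. All 3 peaks were annotated as intergenic, and their widths ranked 481, 305 and 1629 among the 8735 peaks. Lefty1 (ENSMUSG00000038793.8, chromosome 1, 180935022 to 180938400, plus strand) had no peak within 2.5 kb or within 5 kb of its TSS. Its closest peak spanned 180924568 to 180925153, 10161 bp upstream, was 586 bp wide and ranked 274 by width. Whether Nanog signal below the calling threshold was present nearer to Lefty1 cannot be read from a peak list.

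**Figure D1:**
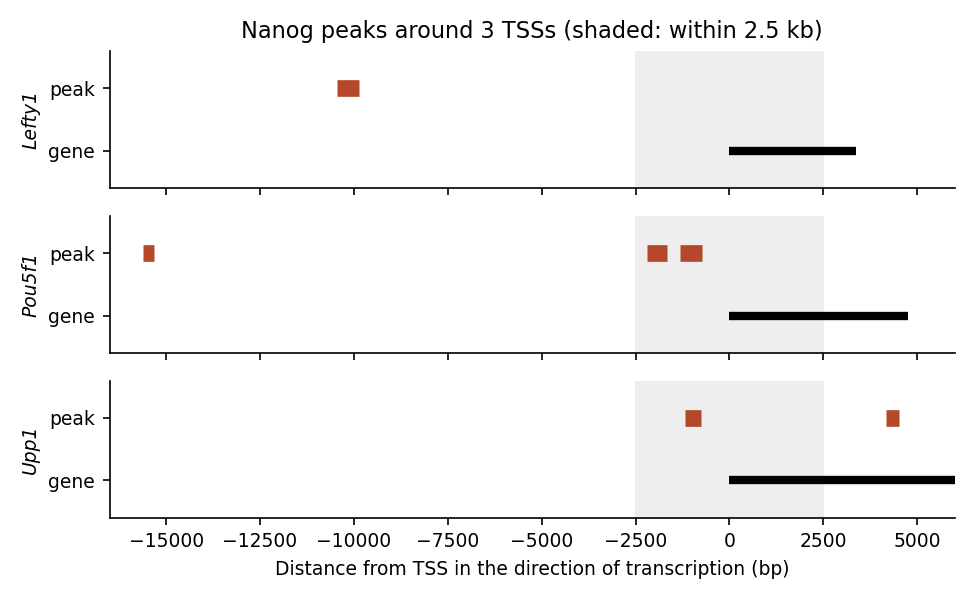
Nanog peaks (red) around the TSSs of Lefty1, Pou5f1 and Upp1 on mm10, with the gene drawn in black from its TSS and the axis giving distance in bp in the direction of transcription. Pou5f1 has peaks centred 1927 and 1023 bp upstream and Upp1 has one 969 bp upstream, while the closest peak to Lefty1 lies 10161 bp upstream, outside the shaded 2.5 kb.

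To see which factors' binding sequences accompany Nanog, consensus motifs were counted in peaks and in their flanks. The Oct4-Sox2 composite motif occurred in 1.40% of peaks (interval 1.16 to 1.67) and in 0.157% of flanks (interval 0.103 to 0.228), a ratio of 8.92 (5.88 to 13.5). The alternative that moved this ratio most was to allow 3 mismatches, which lowered it to 4.88. The share itself depends on the mismatch limit. It was 0.137% of peaks with at most 1 mismatch, and 8.75% of peaks and 1.79% of flanks with at most 3. The share of peaks with a composite site is therefore not fixed by these counts. The Klf motif occurred in 8.998% of peaks and 2.29% of flanks, a ratio of 3.93 (3.49 to 4.42). The Esrrb motif occurred in 3.53% and 1.17%, a ratio of 3.01 (2.52 to 3.59). The Oct octamer had a ratio of 2.62 (2.30 to 2.98) and the extended Nanog motif one of 2.49 (2.01 to 3.09). The Sox motif was the most frequent, in 28.2% of peaks (interval 27.2 to 29.1) and 11.6% of flanks (interval 11.2 to 12.1), a ratio of 2.42 (2.29 to 2.55). The short Nanog core motif was found in 18.1% of peaks and 13.0% of flanks, a ratio of 1.39 (1.31 to 1.47). Tead, AP-1 and CTCF motifs had ratios of 1.45 (1.38 to 1.53), 1.30 (1.19 to 1.43) and 1.84 (1.19 to 2.82). Against windows matched on GC content, the interval of the CTCF ratio included 1 (1.54, 0.940 to 2.52). The Myc E-box occurred in 4.24% of peaks and 4.21% of flanks, and its ratio of 1.01 (0.890 to 1.14) did not differ from 1 beyond its interval.

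**Figure D2:**
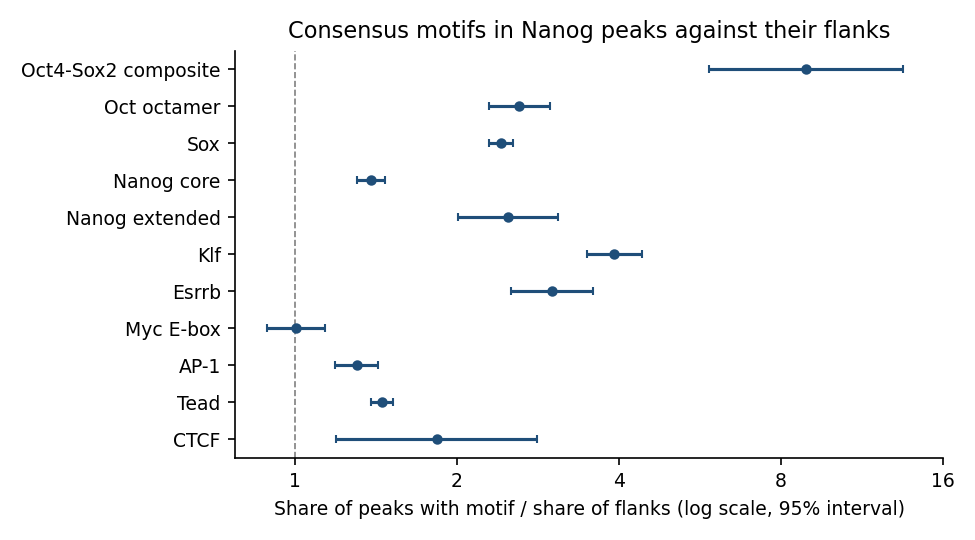
Ratio of the share of Nanog peaks with a consensus motif to the share of flanking windows, on a log axis, for each motif searched; points are ratios, bars are 95% intervals and the dashed line marks a ratio of 1. The Oct4-Sox2 composite has the highest ratio (8.92) and the Myc E-box lies at 1.01.

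Copies of the motifs were also counted by their distance from the peak centre. Within 50 bp of the centre, the Sox motif had 1.49 copies per kb, against 0.391 copies per kb at 500 to 1000 bp, a ratio of 3.80. The same ratio was 17.9 for the Oct4-Sox2 composite (68 copies within 50 bp), 5.37 for Klf, 4.03 for Esrrb, 3.95 for the octamer and 1.76 for the Nanog core. It was 0.868 for the Myc E-box.

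**Figure D3:**
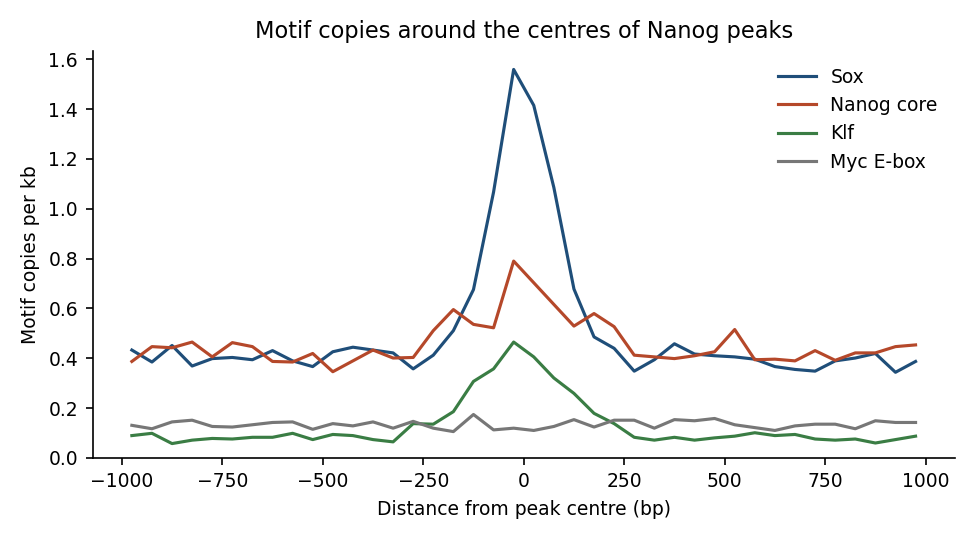
Copies per kb of 4 consensus motifs in bins of 50 bp up to 1000 bp on either side of the centres of Nanog peaks. Sox copies rise from 0.391 per kb in the outer part to 1.49 per kb within 50 bp of the centre, and the Myc E-box shows no such rise.

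Base composition was compared as well, since it can enter a motif ratio. Peaks had a median GC content of 47.7%, flanks 44.4% and random positions of the same chromosomes 41.7%. The difference between peaks and flanks was 3.28 percentage points (bootstrap interval 3.10 to 3.48).

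The study linked Nanog to a network of 9 transcriptional regulators, so the genes nearest to Nanog peaks were examined. With all annotated genes considered, the peaks were nearest to 6886 genes, and 5489 of these had exactly 1 peak. Of the 9TR genes, 1 was the nearest gene of a peak, a number that 5653 of 10000 matched random lists reached or exceeded. That gene was Gli2 (ENSMUSG00000048402.14, chromosome 1, 118834132 to 119053619, minus strand), nearest to 2 peaks, the wider of which spanned 119048952 to 119049365 (414 bp) in an intron, 4460 bp downstream of the TSS. Irrespective of which gene was nearest, Tead4 and Nanog each had a peak within 5 kb of the TSS, at 4248 and 4868 bp, and in both cases a processed pseudogene lay closer to the peak (Gm21893 and Gm10224). For others of the 9TR genes, the closest peaks lay 15.5 kb from Taf1c, 70.4 kb from Rcan1, 190.5 kb from Ovol1, 223.0 kb from Cbfa2t3 and 258.8 kb from Tfap4. With protein-coding genes alone, 3 of the 9TR genes were the nearest gene of a peak, and 3725 of 10000 random lists had as many.

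Of the 17 pluripotency genes, 5 were the nearest gene of a peak (among them Pou5f1, Esrrb, Etv5 and Tfcp2l1), as were at least as many in 931 of 10000 random lists. The widest peak of each lay 1.02 to 140.8 kb from its TSS. With a limit of 100 kb to the nearest TSS the count was 4, reached by 2070 of 10000 random lists. Among peaks at or above the median width it was 3, reached by 1783. The count also changed with the annotation. Among protein-coding genes, 15 of the 17 were the nearest gene of a peak, and 2 of 10000 random lists had as many. The 17 genes are examples that the study named among genes with Oct4, Sox2, Klf4 and Myc sites in ESCs, so they were already selected for nearby binding of such factors. The random lists were matched on stretch length alone, and their ranks do not separate Nanog binding from that selection. The 2 without one were Lin28a and Lin28b. The closest peak to a pluripotency gene lay a median of 9.48 kb from its TSS, and 14 of the 17 had a peak within 50 kb. For all 21755 protein-coding genes of chromosomes 1 to 19 and X, the median was 85.3 kb, and 35.2% had a peak within 50 kb. Of the 5 mesenchymal genes, 1 (Snai1) was the nearest gene of a peak, with a peak 2091 bp downstream of its TSS in an intron, and 4595 of 10000 random lists had as many. With protein-coding genes alone the number was 3, reached by 5376 of 10000 random lists.

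In the absence of strength, the 5 widest peaks are given. Each was among the intervals listed on 2 lines, and their width is not a measure of strength. The widest, on chromosome 5 from 129632211 to 129633466 (1256 bp), was intergenic, 8.97 kb from the processed pseudogene Gm6139 and 37.3 kb from Zfp11, its nearest protein-coding gene. The next, on chromosome 5 from 43860098 to 43861256 (1159 bp), was intergenic and 7.88 kb from Cd38. A peak on chromosome 4 from 99635926 to 99637055 (1130 bp) lay between genes, 18.5 kb from the lincRNA gene Gm12688 and 19.8 kb from Foxd3. A peak on chromosome 8 from 116673569 to 116674694 (1126 bp) lay in an intron, 58.9 kb from the TSS of Cdyl2. The last, on chromosome 14 from 76615738 to 76616835 (1098 bp), was intergenic, 20.6 kb from the processed pseudogene Fkbp1a-ps1 and 59.4 kb from Serp2.

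The gene nearest to the most peaks was Tns3 (ENSMUSG00000020422.13, chromosome 11, 8431652 to 8664535), with 9 peaks 5.33 to 94.9 kb from its TSS. It was followed by Gm10532 (an antisense gene on chromosome 18) and Mir1904 (chromosome 13) with 7 peaks each, and by Gm49451 (chromosome 16) and Gm13362 (chromosome 2) with 6 each. Among protein-coding genes the order was Arhgap21 (15 peaks), Smad7 (13), Serp2 and Rybp (12 each) and Tns3 (11).

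The study related its sites to super-enhancers, for which nearby sites are joined into stretches, so the clustering of Nanog peaks was measured. Close spacing alone does not make a stretch a super-enhancer. The list gives no strength, and overlap with the super-enhancers used by the study was not computed. Of the 8735 peaks, 2105 (24.1%, interval 23.2 to 25.0) had another peak within the stitching distance given with the processing. Random placements gave a median of 8.86% and a maximum of 10.2%, below the observed share in all 1000. With 5 kb between peaks the share was 13.9% against a random median of 3.77%, and with 25 kb it was 36.0% against 16.7%. Chaining at the stitching distance gave 956 stretches of 2 or more peaks, of which 155 had 3 or more and 30 had 4 or more. The most peaks in a stretch was 5. The first 3 stretches with 5 peaks, ordered by their widest peak, lay on chromosome 5 from 118434802 to 118447040 (12.2 kb, between genes, 119.8 kb from the TSS of Med13l), on chromosome 2 from 20668478 to 20691741 (23.3 kb, overlapping Etl4) and on chromosome 3 from 34734948 to 34761615 (26.7 kb, without a protein-coding gene, 97.9 kb from the TSS of Sox2).

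Peak density was compared between chromosomes. The autosomes together had 3.49 peaks per Mb, from 2.61 on chromosome 3 to 4.84 on chromosome 11. Chromosome X had 140 peaks, or 0.819 per Mb, the lowest of the chromosomes with peaks. The ratio of X to the autosomes was 0.235 (interval 0.197 to 0.277). Per protein-coding gene the ratio was 0.358.

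**Figure D4:**
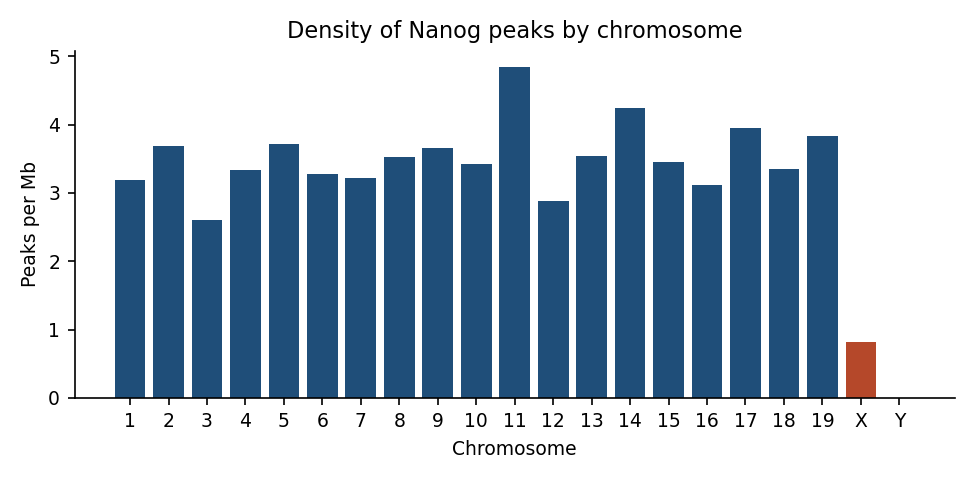
Nanog peaks per Mb of chromosome length on each mouse chromosome, with autosomes in blue and sex chromosomes in red. The autosomes lie between 2.61 and 4.84 peaks per Mb, chromosome X lies at 0.819 and chromosome Y has no peak.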

Values the study reported

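From the binding of Oct4, Sox2, Klf4 and Myc during reprogramming the study derived 66 putative reprogramming-inducible enhancers. Among them it placed an element about 700 bp upstream of Lefty1, one of 300 bp lying about 1800 bp upstream of Pou5f1 and one of 300 bp about 800 bp upstream of Upp1, and it stated that Nanog occupied each of the 3 in ESCs.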

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

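The alternatives that used all lines of the list, peaks at or above the median width (the wider peaks), unmasked random positions, peaks beyond 5 kb from a TSS, or peaks outside 2 groups of similar sequence were chosen after seeing the data, as were all ratios to random placements under another setting and the comparison of widths. The planned restriction to peaks at or above the median strength, the comparison of strength near and far from TSSs, and its alternatives were not run, because the list has no strength column. No paired analysis was possible because only 1 sample has values. Of 94 values recomputed under an alternative, 52 stayed within the interval of the main value or within 1.5 times a count, 42 moved beyond it, and none of the moves took a ratio from above 1 to below it, or the reverse, where the interval of the main value excluded 1.

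The share of peaks within 5 kb of a TSS went from 25.9% to 14.7% with protein-coding genes, 34.5% with the TSS of every transcript, 15.8% at 2.5 kb and 24.5% in the wider peaks. The first of these follows from counting fewer TSSs, the next from counting more, and the third from the shorter limit. Its ratio to random placements, 1.48, became 1.86 with protein-coding genes, 1.68 at 2.5 kb, 1.41 in the wider peaks and 1.40 against unmasked positions, above 1 throughout. The share of peaks with a neighbour within the stitching distance, 24.1%, became 13.9% at 5 kb, 36.0% at 25 kb, 22.6% after merging within 300 bp, 26.1% over all lines, where repeated intervals count as neighbours, and 13.8% in the wider peaks, where there are fewer peaks to be neighbours. Its ratio to random placements, 2.72, became 3.69 at 5 kb, 2.16 at 25 kb, 3.005 in the wider peaks and 2.62 against unmasked positions.

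Motif ratios moved as follows; the cause was not tested. In 200 bp around the centre they rose to 3.23 for the octamer, 3.16 for Sox, 1.56 for the Nanog core, 4.63 for Klf and 1.55 for Tead, and fell to 0.885 for the Myc E-box, with an interval (0.749 to 1.05) that includes 1. Against windows matched on GC content they were 3.07 for the octamer, 2.24 for Sox, 1.54 for the Nanog core, 2.99 for Klf, 4.74 for Esrrb and 1.32 for Tead. In the wider peaks they were 2.29 for the octamer and 3.44 for Klf. The composite with 3 mismatches gave 4.88. Without the 2 groups of similar sequence the Sox ratio was 2.29. The excess of GC content over control sequence, 3.28 percentage points, became 3 percentage points in 200 bp around the centre, 6.01 against random positions and 3.04 in the wider peaks.

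The counts of list genes depended on the annotation more than on any other choice. With protein-coding genes, where other genes no longer compete for a peak, 3 of the 9TR, 15 of the pluripotency and 3 of the mesenchymal genes were the nearest gene of a peak, against 1, 5 and 1. In the wider peaks, which has fewer peaks, the pluripotency genes numbered 3 and the mesenchymal genes 0. The density of chromosome X relative to the autosomes, 0.235, was 0.358 per protein-coding gene. The number of peaks, the peaks near Lefty1, Pou5f1 and Upp1, and the width difference between peaks near and far from TSSs did not move beyond their limits under any alternative run. The peak list gives neither read counts nor sites below the threshold of the call, so the sites missed cannot be counted from it.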

Other observations

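The tests of Sox motif occupancy and of composite motif copies on chromosome X, and both tests of repeated intervals, were chosen after their results were seen. The motif ratios over 5 kb from any TSS and without the groups of similar sequence were settings added after the data were seen. The comparison of the groups of similar sequence with random placements was set up after the sizes of the groups, and of groups in random placements, were seen. The patterns themselves were all found in these data. The design has no second group, so explanations that need a comparison between samples were not tested. Those tested below rest on sequence, annotation and the peak list.

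Groups of Nanog peaks shared similar sequence. Counted over the whole list, 1214 peaks were similar to another peak, fewer than in any of the 20 random placements (1248 to 1403). Besides a large chained group of 558 peaks, where random placements had 867 to 1186, 366 peaks on 20 chromosomes formed a group linked by alignments of at least 150 bp, and 265 of them had soft-masked centres. Another 43 peaks on 18 chromosomes formed a further group. In 20 random placements the group after the chained one had 11 to 241 members, fewer than 366 in each, and the next had 9 to 53, with 1 placement reaching 43. Size alone therefore does not set the smaller group apart. The placements were also searched for windows that align with the 2 groups of peaks, and held 82 to 114 (median 94.0) for the first and 0 to 6 (median 3) for the other. The groups were thus 3.89 and 14.3 times as large as those medians. Since these groups were picked from the peaks, the groups of each random placement were set against the other placements in the same way. Their ratios were 0.711 to 3 for the group after the chained one and 0.562 to 1.64 for the next, so repeated sequence met at random did not give ratios as large. Reads of one member placed on another would need near-identical members. Over alignments of at least 150 bp, the median identity to the closest other member was 92.3%. None of the 409 members reached 98%, which argues against reads exchanged between members over such alignments. The members were not compared with copies elsewhere in the genome, nor over shorter stretches. Misplaced reads from those copies therefore stay open. The groups also differed in motifs: 246 of the 366 peaks held a Sox copy, while 31 of the 43 held an AP-1 copy and 27 a Tead copy. A candidate explanation is that families of interspersed repeats carry sites that attract Nanog or its partners in ESCs. The repeats were not named here, since no repeat annotation was used, and whether copies outside the peaks have the same motifs was not tested.

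These groups did not account for the whole of the Sox or AP-1 ratio of the full list. Without them the Sox ratio was 2.286 (2.16 to 2.42) and the AP-1 ratio was 1.26 (1.14 to 1.38), both above 1. The Sox value was just below the interval of the full list (2.294 to 2.551), so the groups may carry a small part of that ratio. The AP-1 value stayed within its interval (1.19 to 1.43). The Klf motif, which had a ratio of 3.93, was weighed against sequence near promoters and against GC content. Among peaks over 5 kb from any TSS the ratio was 3.82, and against windows matched on GC content it was 2.99, so neither is the whole cause. The ratio against these windows was below the interval of the main ratio, but they were random windows rather than flanks. Location and composition changed together, so the drop does not show whether composition contributes.

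The low density of peaks on chromosome X was tested against sequence content. Chromosome X had 5.86 Oct4-Sox2 composite copies per Mb, where the autosomes had 4.09 to 5.87. It had 415 Sox copies per Mb, where the autosomes had 375 to 409. Over the whole chromosome, copies of the composite or Sox motif were therefore not fewer on X. These counts include soft-masked repeats, and copies outside repeats were not counted apart. Whether X has fewer copies in sequence where peaks can be called was thus not tested. Copies of the other motifs were not counted by chromosome. The share of composite copies inside a peak, 0.499% on X, was too imprecise to compare. Of its Sox copies, 0.0747% lay in a peak, where the lowest autosome had 0.213%. Peaks per protein-coding gene were 0.148, below the lowest autosome at 0.232. Unmasked peaks per unmasked Mb were 1.26, below the lowest autosome at 3.22, which argues against the larger repeat content of X (46.8% soft-masked, against 30.6% to 35.8% on autosomes) as the whole cause. The number of copies of X in these cells, and the read coverage that follows from it, stay open, since neither the labels nor the peak list give them.

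Lefty1 had 0 peaks within 2.5 kb of its TSS, which differs from the study's statement quoted above. Sequence that aligns elsewhere in the genome can lose reads in filtering. Of the 2500 bases upstream of the TSS, 271 aligned elsewhere. Of these, 0 lay in an alignment of at least read length with 98% identity or more (highest identity 94.2%). Of the 2500 bases downstream, 1275 aligned elsewhere, and again 0 did so at that length and identity (highest identity 90.4%). Both values argue against near-identical copies over whole alignments. Identity was not measured in windows of read length inside longer alignments, so shorter near-identical stretches stay open. The upstream sequence held an octamer copy at 1013 bp, a Sox copy at 1144 bp and a Myc E-box at 281 bp. Tead copies lay at 383, 1252 and 2291 bp, and no Nanog core or extended copy was found. Such copies also occur away from peaks (Sox at 0.391 per kb, 500 to 1000 bp from peak centres), so they do not show a binding site. Binding below the threshold of the peak call stays open, and the combined Nanog set of the study, which included another dataset, was not analysed here.

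The list held 122 intervals on more than 1 line, 121 of them on 2 lines and 1 on 3 lines. No pair of different intervals overlapped (0 cases), which argues against several lists having been put together. The repeated intervals had a median width of 667.5 bp, against 317 bp for the others, which is consistent with 1 line per summit where a wide peak had several. No summit is listed, so this reading was not tested further.

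Motif content was compared between widths. In 200 bp around the centre, the Sox motif occurred in 20.1% (18.5 to 21.9) of peaks no wider than the lower quartile and in 23.8% (22.1 to 25.7) of those wider than the upper one. For Klf the order was opposite, with 6.96% (5.93 to 8.11) in the narrowest and 5.17% (4.28 to 6.19) in the widest, and the intervals overlap. The Myc E-box also fell, from 2.55% (1.93 to 3.30) to 1.43% (0.9749 to 2.03), again with overlapping intervals, while those of Sox did not overlap. These differences between widths were not tested. The window covers a smaller part of a wide peak than of a narrow one, and the centre of a wide peak need not be its summit. A fall with width therefore need not mean fewer motif copies in the wide peaks. Peaks at the minimum width of 235 bp had the Sox motif in 19.2% of cases, against 6.88% of the flanks of all peaks.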
